A study of Homo sapiens with 24 samples. Its data were reported in "Dual PI3K/ERK inhibition induces necroptotic cell death of Hodgkin Lymphoma cells through IER3 downregulation" (2016).

How the data were processed

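The samples were cultures of 4 established Hodgkin lymphoma cell lines, KM-H2, L-428, L-540 and SUP-HD1. Cells received 10 µM AEZS-136 or DMSO vehicle and were collected after 2 h. The study describes AEZS-136 as an inhibitor of the PI3K and ERK pathways. RNA was measured on 24 Illumina bead arrays, 3 for each of the 8 combinations of line and treatment.

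The deposited non-normalized table gives the mean bead intensity of 47323 probes per array on a linear scale, which the authors summarised in BeadStudio without background subtraction. The version of BeadStudio is not given. Beside each intensity the authors deposited a detection value, which was 1 minus the detection p-value, since it rose with the signal (lowest Spearman correlation across probes 0.98). The second deposited table holds log2 values of the same 47323 probes, which the authors made in R with lumi by robust spline normalization and log2 transformation. Its array medians were all 6.89, and on each array its values correlated with the log2 signal across probes at 0.999 or more. In 1 run of 3270 consecutive probes the columns of the non-normalized table are out of register: the signal columns hold detection p-values and the detection columns hold 1 minus the signal of another array, 1 of them without numbers. These 3270 probes, of which 602 have a single gene symbol, were left out, and 44053 were used. The shift shows the order in which the arrays had first been exported, and this order divides them into a first and a second set of 12 arrays. Each set holds every one of the 8 groups, with 1 or 2 arrays per group. No slide is named for any array, so a fit with the slide as a term was not run.

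Gene symbols came from the probe annotation of the platform, which lists 30121 of the probes, 30113 with 1 symbol and 8 with several, and lacks 17202. Entrez IDs of 30074 probes were found in a RefSeq gene table (GRCh38.p14), which changed 0 symbols and was otherwise used only for symbols. Probes without a single symbol were tested and counted but not named.

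Array medians of the signal ran from 96 to 128 in the aligned part of the table, with single values between 67.1 and 29945. At a detection p under 0.05, between 16876 and 19524 probes were detected per array. The number of arrays limits the precision.

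Values were background corrected by the normexp model, with negative control parameters inferred from the detection p-values, and quantile normalized with the neqc function of limma 3.58.1 in R 4.3.3 (offset 16). Probes detected at p under 0.05 on at least 3 arrays were kept, which left 24578 probes, 18321 of them with a symbol, for 13406 genes. More than 1 probe was kept for 3713 genes. A linear model with 1 coefficient for each of the 8 groups was fitted to all 24 arrays with lmFit and eBayes. The contrasts were AEZS-136 minus control in each line, the mean of these 4 differences, and the mean difference in KM-H2 and L-428 minus that in L-540 and SUP-HD1. P-values were adjusted over all kept probes by the method of Benjamini and Hochberg. A probe was called at an adjusted p under 0.05 with an absolute log2 change over 0.4, the thresholds of the study's methods. All adjusted p-values of genes are from this limma test. Errors beside group means are standard deviations over 3 arrays, and errors beside differences are the standard errors of the model. Where no array of a group detected a probe, the change in that line is given as a lower bound on the fold against the lowest detected level on each array. Averages over the lines and differences between the classes are the values of the model, also where a single group did not detect the probe.

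Gene lists were tested with camera in limma on 1 probe per gene, the one with the highest mean, with a preset correlation of 0.01 between genes and, as an alternative, an estimated correlation. The 24 tested lists were ERK pathway output, immediate early genes, FOXO targets, PI3K AKT mTOR components, MAPK and JNK components, ATF4 amino acid response, unfolded protein response, heat shock response, NRF2 oxidative stress, p53 targets, cell cycle inhibitors, G1/S genes, G2/M genes, ribosome biogenesis and MYC targets, cytosolic ribosomal proteins, glycolysis and HIF targets, sterol and fatty acid synthesis, NF-kB targets, JAK STAT feedback, Hodgkin chemokines and immune surface genes, interferon response, BCL2 family, necroptosis and death receptors, and autophagy and lysosome. Further lists were only counted: genes that the study named at 2 h, markers of B cells, T cells, myeloid cells and stromal or epithelial cells, and housekeeping genes. These lists, the comparisons, the thresholds and the rule for naming genes were fixed before the data were examined.

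The rule named, for each line, the 8 genes with the largest rise and the 8 with the largest fall among called probes whose 3 treated values all lay on 1 side of the 3 control values. For the mean of the lines it named 10 genes each way among called probes with 1 sign in all 4 lines, and for the difference between the classes 10 genes each way among called probes. Up to 4 members of each list with the largest changes were also named, together with IER3, MCL1, CDKN1A, MAPK3, MAPK8, DCTPP1, HNRNPAB and CCNA2, which the study measured by other means. A further gene of this kind is not reported here.

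The procedure was tested on simulated arrays of 24578 probes with known changes. In KM-H2 alone it recovered 28.4% of 67 probes changed by 0.5 on the log2 scale, 83.6% of 67 changed by 1 and 100% of 66 changed by 2, with 17 wrong calls. For the mean of the lines it recovered 82.1%, 98.5% and 100% with 4 wrong calls, and for the difference between the classes 32.8%, 80.6% and 98.5% with 6 wrong calls. Over 13406 simulated genes, the list test called the 1 list raised by 0.5 and 0 others of 24. The simulated probes varied independently and had no effect of the export set, so this does not test lists whose genes are correlated.

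The alternatives were the authors' normalized values, no background correction (values under 1 set to 1), normexp without detection p-values (offset 50), median scaling, no detection filter, detection on all 24 arrays, the replicate number within a line as a block, each line fitted on its own 6 arrays, the per-probe test of the study's methods, an intensity trend with robust moderation, array weights, an adjusted p without the fold threshold, the mean over all probes of a gene, and leaving out each array in turn. Fits with the export set as a block, fits within each export set, and the authors' values with the misaligned probes included were added after seeing the data. Other splits of the arrays were refitted, with at most 100 drawn for 1 result.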

Results

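Gene expression was measured with bead arrays in 4 Hodgkin lymphoma cell lines after 2 h with 10 µM AEZS-136 or with DMSO vehicle. Each of the 8 groups, a line with or without the compound, had 3 arrays. The study classed KM-H2 and L-428 as resistant and L-540 and SUP-HD1 as sensitive to cell death by the compound. In its blots, up to 2 h, PI3K phosphorylation was lower in every line. ERK phosphorylation fell in L-540 and SUP-HD1 but rose, to differing extents, in KM-H2 and L-428. Array medians of the signal lay between 96 and 128, and 16876 to 19524 probes were detected per array. The number of arrays limits the precision. Nothing in the labels says that the 3 arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The study describes array values at its later time point as independent experiments, and whether this holds for the present arrays is not stated. Changes are given on the log2 scale, AEZS-136 minus control, with lines in the order KM-H2, L-428, L-540 and SUP-HD1 where 4 values are given.

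The first question was what the 4 lines had in common 2 h after the compound. Genes of the integrated stress response rose in every line. DDIT3, which encodes the stress transcription factor CHOP, rose by 2.50 on average (SE 0.045, adjusted p = 7.65e-19 by limma), and by 3.08, 2.01, 3.21 and 1.72 in the single lines. CTH, an enzyme of cysteine synthesis, rose by 1.73 (SE 0.0438), and PPP1R15A, the phosphatase subunit that restores translation after stress, rose by 1.69 (SE 0.0449). Histone genes rose with them: H2AC6 by 1.82, H4C14 by 1.77 and H2BC11 by 1.75. TNFSF14, a cytokine of the tumor necrosis factor family, fell by 1.36 (SE 0.0732) on average, with -1.92, -1.26, -2.03 and -0.23 in the single lines, the last of which was not called; the probe was not detected in SUP-HD1.

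Other large average rises were those of SNHG15, a host gene of small nucleolar RNA (1.66), and CLK1, a kinase of splicing factors (1.65). BLOC1S2 (1.96) and RPL37 (1.64) each had another probe with a smaller value, 0.071 and 0.19. The other large falls were those of PLD6 (-1.22), RBM12 (-1.21), PPM1B (-1.16), ZNF296 (-1.12), NR2F6 (-1.03), DYRK2 (-1.01), FJX1 (-1.01), CERT1 (-1.01) and GPR183 (-1.01), an oxysterol receptor that guides B cells. For PPM1B, 2 further probes had the opposite sign (0.36 and 0.35), and the other probe of CERT1 had -0.11. All 20 genes named for the average had the same sign in both export sets of 12 arrays, with a size of at least 0.819. This was largely set by the choice of these genes on the arrays of both sets. Across all kept probes the average changes in the first and the second set had a Pearson correlation of 0.71.

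Of 29 measured genes of the ATF4 amino acid response, 14 rose and 0 fell in the average, also when adjusted over the list alone. Among them were DDIT4, an inhibitor of mTOR complex signalling (1.44), SESN2 (1.40) and ATF3 (1.25). CHAC1, which degrades glutathione, was also called in the average, but it was not detected in KM-H2 or in the controls of L-540 and SUP-HD1; it was at least 1.1-fold and 4.6-fold higher with AEZS-136 in these 2 lines and rose by 2.27 in L-428. The list had a median of 0.39 and an adjusted p = 2.33e-19 by camera in limma. With the export set as a block the median was 0.40 (adjusted p = 3.68e-19), in the first set 0.40 (3.81e-14) and in the second 0.39 (9.5e-15). Of 15 heat shock genes 4 fell and 0 rose, with the same counts when adjusted over the list alone: BAG3 (-0.96), HSPA1B (-0.88), DNAJB1 (-0.82) and HSPA8 (-0.41), all chaperones or their partners. The heat shock list had a median of -0.27 (adjusted p = 1.14e-05), -0.26 with the set as a block (1.39e-05), -0.37 in the first set (7.86e-06) and -0.17 in the second (0.000533). Of 28 genes of ribosome biogenesis and MYC targets 3 fell, MYC (-0.62), RRS1 (-0.72) and GRWD1 (-0.41), and NLE1 rose (0.73). The counts were the same when adjusted over the list alone. This list had a median of -0.10 (adjusted p = 0.0146), with adjusted p = 0.237 with an estimated correlation. It was called with the set as a block (0.0236) and in the second set (0.00659) but not in the first (0.258). The calls of the ATF4 and heat shock lists held with an estimated correlation (1.44e-06 and 0.000978).

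The remaining tested lists were not called in the average, and their counts were the same when adjusted over the list alone. Among lists near the pathways that AEZS-136 is described to inhibit, 1 gene of ERK pathway output rose and 3 of 15 fell (adjusted p = 0.0783), 5 FOXO targets of 28 rose and 2 fell (0.124), and 5 cell cycle inhibitors of 15 rose and 1 fell (0.0783). Immediate early genes had 5 rises and 3 falls among 24 (0.598), with a median of -0.02 below 0 and a test direction above 0. PI3K AKT mTOR components had 1 rise among 21 genes (0.66), and of 13 MAPK and JNK components 0 were called (0.76). For ERK pathway output the average joins lines in which the study reports opposite changes of ERK phosphorylation. It thus does not test ERK inhibition in all lines. Among lists of growth and metabolism, G1/S genes had 2 falls of 23 (0.0783), G2/M genes 0 calls of 24 (0.113), cytosolic ribosomal proteins 1 rise of 26 (0.124), glycolysis and HIF targets 1 rise of 26 (0.718), and sterol and fatty acid synthesis 0 calls of 21 (0.343). Among stress and death lists, the unfolded protein response had 0 calls of 14 (0.643), NRF2 oxidative stress 1 fall of 15 (0.689), p53 targets 1 fall of 16 (0.66), the BCL2 family 1 rise and 1 fall of 19 (0.76), necroptosis and death receptors 5 falls of 15 (0.0787), and autophagy and lysosome 1 rise of 22 (0.124). Among immune lists, NF-kB targets had 3 rises and 1 fall of 25 (0.327), JAK STAT feedback 1 rise and 2 falls of 17 (0.874), Hodgkin chemokines and immune surface genes 1 rise of 17 (0.256), and the interferon response 1 fall of 17 (0.255).

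In total 1645 probes were called in the average, 1037 up and 608 down, or 1670 with the export set as a block, 1940 in the first set and 1475 in the second. Of the probes called in the first set 96.5% had the same sign in the second, and 97.5% the reverse way. The up share of the called probes was 63%, against 79.7% with median scaling between arrays. In every line, 200 probes of 137 genes rose and 95 probes of 80 genes fell, where independent lists would share 0.1 and 0.048. The number called in 1 direction in all 4 lines, 295, was 35 within the first set and 17 within the second, where single groups are left with 1 or 2 arrays. A further probe, of NAA16, was called in all 4 lines with mixed signs (0.67, 0.69, 0.59 and -0.44); it is named here because of this count, after its values were seen.

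**Figure D1:**
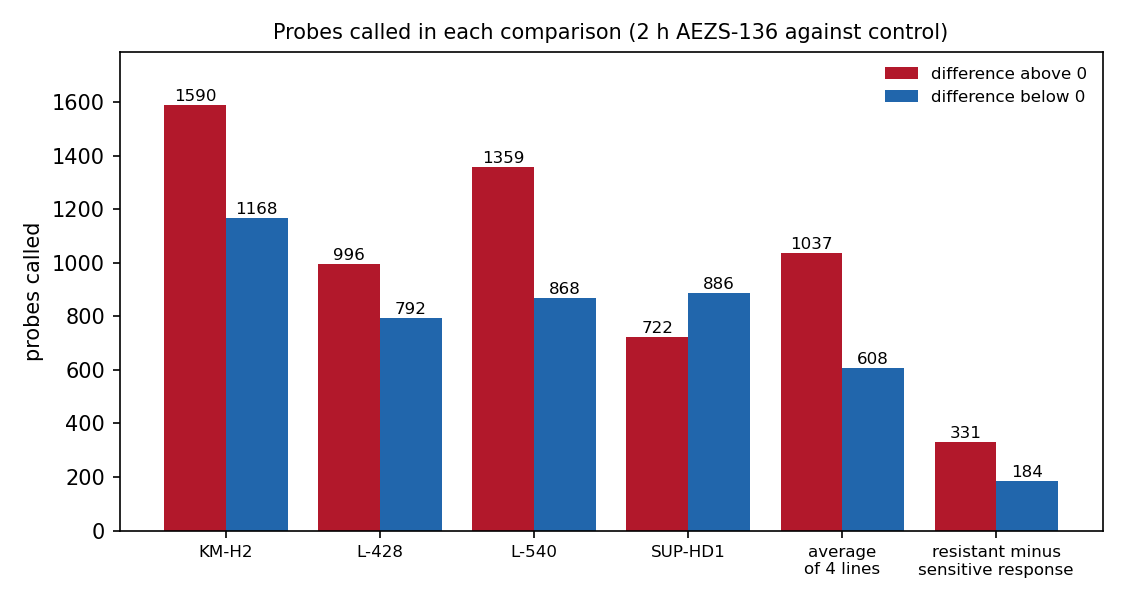
Bars give the number of probes called in each comparison, in red for a difference above 0 and in blue for one below 0. Rises outnumbered falls in KM-H2 (1590 and 1168), L-428 (996 and 792) and L-540 (1359 and 868) but not in SUP-HD1 (722 and 886), an order that turns under median scaling in SUP-HD1 (up share 71.7% in place of 44.9%) and in L-428 (46% in place of 55.7%).

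In KM-H2 the question was the early response of a resistant line. DDIT3 went from 7.75 ± 0.16 to 10.83 ± 0.08 (SD, n = 3, adjusted p = 1.07e-14 by limma). ID3, an inhibitor of helix-loop-helix transcription factors, fell from 9.38 ± 0.13 to 6.41 ± 0.035, a change of -2.96 (adjusted p = 2.16e-11 by limma). GADD45B, a growth arrest gene, rose by 2.02, and the histone genes H2BC21 and H2BC11 by 2.45 and 2.35. The other large rises were BLOC1S2 (2.48, its other probe -0.52), SNORD25 (2.18), NAPB (2.13) and FAM24B (1.97). The other large falls were TNFSF14 (-1.92), HAND1 (-1.68), RTP4 (-1.50), LRRN3 (-1.50), FUT7 (-1.49), DYRK2 (-1.49, with another probe at 0.57) and IFIT3, which was at least 2.6-fold lower. Of the ATF4 list 17 of 29 genes rose and 0 fell (adjusted p = 3.63e-16), among them ATF4 itself (1.67), ATF3 (1.16) and CEBPB (1.17). Of 15 heat shock genes 6 fell and 0 rose (adjusted p = 0.000422), with DNAJB1 at -1.01 and BAG3 at -0.98. Both counts were the same when adjusted over the list alone, and both calls held with an estimated correlation (4.94e-06 and 0.00517). They were also called with the export set as a block (3.96e-16 and 0.000614), in the first set (1.46e-11 and 0.00194) and in the second (1.25e-10 and 0.0125). KM-H2 had 2758 called probes, 2858 with the set as a block, 2088 in the first set and 130 in the second, which holds 1 array of each group. The up share of 57.7% was 88.5% with median scaling.

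In L-428, the other resistant line, DDIT4 went from 8.32 ± 0.28 to 10.65 ± 0.082 (SD, n = 3, adjusted p = 4.06e-11 by limma). CHAC1 rose by 2.27 (SE 0.202), H2AC6 by 2.18 (SE 0.1) and CXXC5, a zinc finger protein, by 2.17 (SE 0.152). The next rises were RPL37 (2.06, its other probe 0.18), DDIT3 (2.01), H2BC11 (1.97) and H4C14 (1.86). The falls were smaller: RBM12 (-1.46), PLD6 (-1.40), the cytokine genes IL5 (-1.31) and TNFSF14 (-1.29), CERT1 (-1.27), PPM1B (-1.20, other probes 0.30 and 0.21), ATP2A2 (-1.18) and CPNE1, which was at least 2.18-fold lower. Of the ATF4 list 15 of 29 genes rose (adjusted p = 1.65e-21), and 1 fell when adjusted over the list alone. Of the heat shock list 5 of 15 genes fell (adjusted p = 4.07e-06), or 6 when adjusted over the list alone, with HSPA1B at -1.17 and DNAJB1 at -1.02. Both calls held with an estimated correlation (6.87e-07 and 0.000644) and with the export set as a block (3.22e-21 and 7.11e-06). They were called in the first set (6.75e-14 and 3.16e-05) and in the second (6.37e-14 and 0.000762).

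Further lists moved less in L-428. G1/S genes were lower (adjusted p = 0.0356; 3 of 23 fell, CCNE1, CDC25A and SKP2, at -0.53, -0.55 and -0.48). Ribosome biogenesis and MYC targets were lower (adjusted p = 0.0127, 2 falls and 1 rise of 28), as were genes of sterol and fatty acid synthesis (adjusted p = 0.0385), where MSMO1 (-0.66) and TMEM97 (-0.44) were the 2 falls of 21. For each of the 3 lists the value was adjusted p = 0.284 with an estimated correlation. With the export set as a block they gave 0.0287, 0.0127 and 0.0291, in the second set 0.0288, 0.000935 and 0.0155, and in the first, with 1 array per group, 0.549, 0.812 and 0.549. Without L-428 control replicate 1 they gave 0.262, 0.133 and 0.0999. The G1/S call was also lost without L-428 AEZS-136 replicate 2 (0.0599), the ribosome call without AEZS-136 replicate 3 (0.0562), and the sterol call without AEZS-136 replicates 1 and 3 and control replicate 3 (0.078, 0.0982 and 0.0738). L-428 had 1788 called probes, 1881 with the set as a block, 137 in the first set and 402 in the second. The up share of 55.7% was 66% with the authors' normalized values.

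In L-540, a sensitive line, DDIT3 went from 6.95 ± 0.026 to 10.15 ± 0.077 (SD, n = 3, adjusted p = 4.74e-15 by limma). Histone genes followed, with H4C14 and H2BC17 each at 2.50 and H3C4 at 2.36. PPP1R15A rose by 2.37 (SE 0.0897) and CTH by 2.18 (SE 0.0877). TNFSF14 fell by 2.03 (SE 0.146), GIMAP5, a GTPase of lymphocytes, fell by 1.95 (SE 0.152), and SPRY1, a feedback inhibitor of growth factor signalling, fell by 1.55 (SE 0.145). The other named genes were BLOC1S2 (2.49) and OR2B2 (2.18) among the rises, and MIDEAS (-1.52, another probe 0.015), NRROS (-1.52) and HSPA1L (-1.50) among the falls, with OAS2 at least 2.89-fold and DEPP1 at least 2.29-fold lower. Of the ATF4 list 10 of 29 genes rose (adjusted p = 2.61e-14), or 11 when adjusted over the list alone. Of the heat shock list 3 of 15 genes fell (adjusted p = 0.00356), with the same count when adjusted over the list alone. Both calls held with an estimated correlation (1.11e-05 and 0.021), with the export set as a block (3.94e-14 and 0.00444), in the first set (4.24e-07 and 0.0138) and in the second (1.49e-10 and 0.0421).

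Cell cycle inhibitors were higher in L-540 (adjusted p = 0.0292), with adjusted p = 0.0785 with an estimated correlation. In this list 6 of 15 genes rose, among them GADD45G (1.36), GADD45B (1.12), HBP1 (0.67) and CCNG2, which was at least 1.84-fold higher, and TOB1 fell (-0.59). Immediate early genes were higher (adjusted p = 0.0456; 6 rises and 2 falls of 24), with adjusted p = 0.193 with an estimated correlation. FOSB (0.62), BHLHE40 (0.46) and JUN (0.44) rose, and DUSP2 (-0.90) and MYC (-0.57) fell. Ribosome biogenesis and MYC targets were lower (adjusted p = 0.00318; 3 falls and 1 rise of 28), and so were G1/S genes (adjusted p = 0.0292), in which RRM2, a subunit of ribonucleotide reductase, rose by 0.42 as the 1 call of 23. Both had adjusted p = 0.193 with an estimated correlation. In the order inhibitors, immediate early, ribosome and G1/S, the block gave 0.0385, 0.0385, 0.00444 and 0.0385, the first set 0.322, 0.347, 0.156 and 0.347, and the second 0.0107, 0.058, 0.00632 and 0.0717. Without L-540 AEZS-136 replicate 1 the inhibitors gave 0.0712 and without control replicate 1 0.052, and the G1/S genes gave 0.0671 without control replicate 2 and 0.052 without control replicate 1. With detection on all 24 arrays the inhibitors gave 0.657 and the immediate early genes 0.322, and with the replicate block 0.052 and 0.0873. The immediate early call was lost in 12 of 24 omissions of 1 array, with 0.102 as the highest value, without L-540 AEZS-136 replicate 1. L-540 had 2227 called probes, 2371 with the set as a block, 1613 in the first set and 314 in the second. The up share of 61% was 82.6% with median scaling.

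In SUP-HD1, the other sensitive line, CHAC1 was at least 4.6-fold higher with AEZS-136 (7.22 ± 0.18, SD, n = 3) than in the control, where it was not detected (4.59 ± 0.24). CCL2, a chemokine for monocytes, fell from 10.84 ± 0.011 to 8.09 ± 0.15, a change of -2.75 (adjusted p = 1.37e-13 by limma). ID1 fell by 2.74 (SE 0.134), GPR183 by a change of -2.15, and the transcription factor genes MYC and SOX18 by changes of -1.44 and -1.42. TSC22D3, a glucocorticoid and FOXO target, rose by 2.00 (SE 0.214). The other rises were H2AC6 (2.33), CLK1 (1.81), H2BC8 (1.79), DDIT3 (1.72), PPP1R15A (1.68) and SESN2 (1.63), and the other falls ZNF296 (-1.72), DSG4 (-1.62) and ZNF485 (-1.50). Of the ATF4 list 13 of 29 genes rose (adjusted p = 6.21e-16) and of the heat shock list 4 of 15 fell (adjusted p = 8.13e-05), with the same counts when adjusted over the list alone. Both held with an estimated correlation (5.45e-06 and 0.00232), with the export set as a block (7.62e-16 and 0.000102), in the first set (5.11e-11 and 6.82e-05) and in the second (4.31e-09 and 0.0119).

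FOXO targets, which AKT keeps low, rose in SUP-HD1 (adjusted p = 0.0183; 0.0271 with an estimated correlation). In this list 9 of 28 genes rose, or 10 when adjusted over the list alone, and 3 fell. Beside TSC22D3 the rises were led by KLF2 (1.22), HBP1 (1.10) and KLHL24 (0.93), and CDKN1B, an inhibitor of cyclin-dependent kinases, rose by 0.86. TXNIP (-1.23), CITED2 (-0.60) and IL7R (-0.60) fell. The list gave 0.0341 with the set as a block, 0.0891 in the first set, 0.043 in the second and 0.057 without SUP-HD1 control replicate 3. ERK pathway output was lower (adjusted p = 0.0492), with adjusted p = 0.182 with an estimated correlation. SPRED1 (-0.94), FOSL1 (-0.85) and MAFF (-0.68) fell and PLAUR (0.43) rose, out of 15. Necroptosis and death receptor genes were lower (adjusted p = 0.0492), with adjusted p = 0.073 with an estimated correlation; TNFSF10 (-0.91), TNFRSF10A (-0.79), FADD (-0.53) and STK17B (-0.49) fell out of 15. Autophagy and lysosome genes were higher (adjusted p = 0.0492), with adjusted p = 0.073 with an estimated correlation, and 2 of 22 rose, HEXA (0.74) and ULK1 (0.43), or 3 when adjusted over the list alone; their calls were lost in 4 and 2 omissions of 1 array. In the order ERK, necroptosis and autophagy, the block gave 0.0462, 0.0462 and 0.0588, the first set 0.431, 0.248 and 0.248, and the second 0.0119, 0.203 and 0.203. These calls were lost in 15, 17 and 17 of 24 omissions of 1 array, with 0.139, 0.104 and 0.104 as the highest values, each without SUP-HD1 control replicate 3, and they were also lost with the authors' normalized values, detection on all 24 arrays, the replicate block and array weights. SUP-HD1 had 1608 called probes, 1729 with the set as a block, 149 in the first set and 114 in the second.

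**Figure D2:**
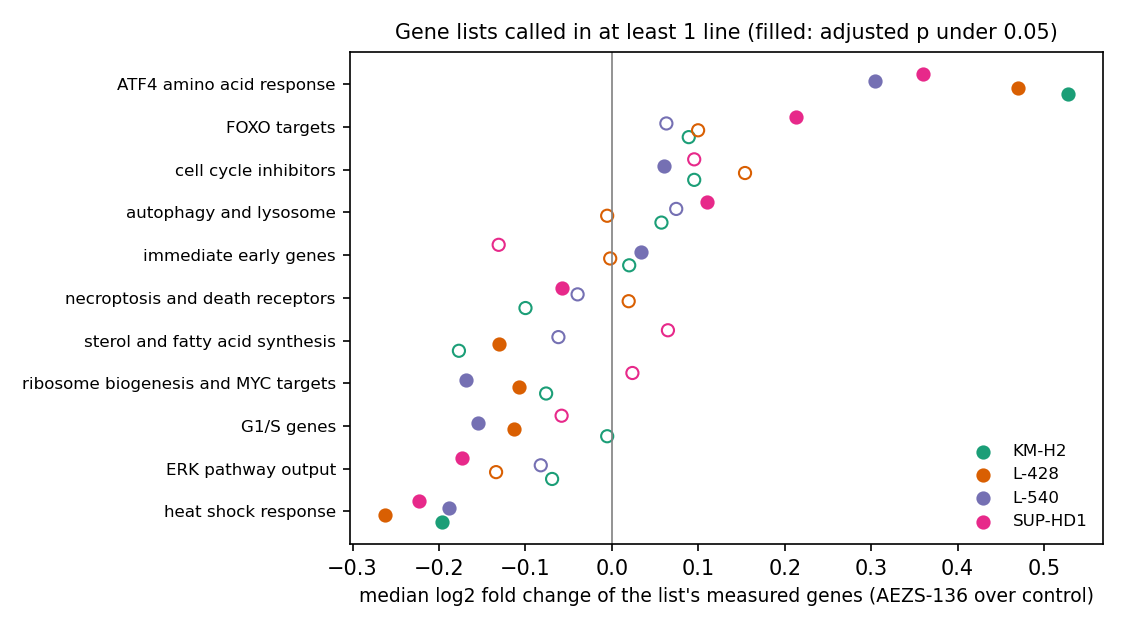
Each point is the median log2 change, AEZS-136 over control, of the measured genes of 1 list in 1 line, for every list called in at least 1 line; filled points have an adjusted p under 0.05 by camera with the preset correlation. The ATF4 list lies at 0.53, 0.47, 0.30 and 0.36 and the heat shock list at -0.20, -0.26, -0.19 and -0.22 in the 4 lines, and these are the lists filled in every line.

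The last question was whether the resistant lines responded differently from the sensitive lines. NFKBIA, the inhibitor that holds NF-kB in the cytoplasm, rose by 1.68 in KM-H2 and 1.15 in L-428 and had changes of 0.16 in L-540 and 0.08 in SUP-HD1, a difference between the classes of 1.30 (SE 0.0874, adjusted p = 2.49e-08 by limma). CYP27B1, the enzyme that activates vitamin D, had 1.56, 1.03, 0.00 and 0.23, a difference of 1.18 (SE 0.11, adjusted p = 2.64e-06). BCOR, a corepressor of BCL6, had the largest positive difference, 1.59 (SE 0.0941, adjusted p = 7.78e-09), from 1.62, -0.21, -1.15 and -0.61. GPR183, of which 1 probe fell in every line (from -0.46 in L-428 to -2.06 in SUP-HD1), fell less in the resistant lines, with differences of 1.04 and 1.22 for its 2 probes. These p-values measure the spread between arrays, not between lines, since each class holds 2 lines.

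For other genes a single line made most of the difference. CCL2 (1.46) and ID1 (1.20) fell in SUP-HD1, and CCL2 was not detected on arrays of the other 3 lines, while ID3 (-1.73) fell by 2.96 in KM-H2 and had 0.19 in SUP-HD1, where it was not detected. FAM50B (1.52), NRROS (1.41) and APOLD1 (1.55) also had positive differences, and C1QTNF9B was detected in 1 of the 8 groups, KM-H2 with AEZS-136, where it was at least 2.62-fold higher than in the control. The negative ones were TNFSF14 (-1.19 for a probe not detected in 4 of the 8 groups, against -0.46, not called, for the probe given for the average), TMEM244 (-0.98), HCG22 (-0.98, not detected in the resistant lines), the stress ligand gene MICA (-0.97), MAGEE1 (-0.92), DNAJC5B (-0.92) and the histone genes H2BC17 (-0.98), H2BC15 (-0.98) and H2BC8 (-0.92). The call of DNAJC5B was lost in 11 omissions of 1 array, with values from -1.03 without L-540 AEZS-136 replicate 1 to -0.75 without L-540 AEZS-136 replicate 2. All 20 genes had the same sign in both export sets, with a size of at least 0.712. They had been picked for their size on the arrays of both sets, so this was largely set by the choice. Across all kept probes the differences in the first and the second set had a Pearson correlation of 0.23.

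Of the ATF4 list 2 of 29 genes differed, both higher in the resistant lines, with 1 lower when adjusted over the list alone. The list had a median difference of 0.08 (adjusted p = 0.0419), with adjusted p = 0.166 with an estimated correlation. It gave 0.06 (0.0615) with the export set as a block, 0.10 (0.225) in the first set and 0.09 (0.27) in the second, and its call was lost in 13 of 24 omissions of 1 array, up to 0.09 without L-428 control replicate 3. Genes of sterol and fatty acid synthesis were lower in the resistant lines, with a median of -0.15 (adjusted p = 0.0154) and adjusted p = 0.166 with an estimated correlation. In this list 2 of 21 differed, also when adjusted over the list alone, among them MVK, mevalonate kinase (-0.52). It gave -0.17 (0.014) with the set as a block, -0.06 (0.238) in the first set, -0.28 (0.00696) in the second and 0.0627 without KM-H2 control replicate 1. No other list was called, but with the mean of all probes of a gene p53 targets (0.0161) and the BCL2 family (0.024) were called and the ATF4 list was not (0.208), and with no detection filter p53 targets were called (0.0426).

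Between the classes 515 probes were called, 331 higher and 184 lower in the resistant lines, and 3784 had an unadjusted p under 0.05. With the export set as a block 560 were called, in the first set 2 and in the second 0 by limma. Of 155 probes with an unadjusted p under 0.001 in the first set 81.9% had the same sign in the second. In 423 of the 515 both resistant lines lay on 1 side of both sensitive lines, and 132 had opposite signs in the classes. The 515 had been picked for a large difference between the class means on these arrays, which favours both counts. The counts were not set against those of other probes. Of the 515 probes, 35 were called in 0 lines and 243 in 1 line. A probe called in 1 direction in both resistant lines and in the opposite direction in both sensitive lines was found 0 times by limma. Of the 515 probes 137 were detected on fewer than 3 arrays of 1 class, and with the replicate block 312 were called.

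IER3, an immediate early gene that the study singled out after 24 h, had changes of 0.28 (adjusted p = 0.05), 0.13 (0.524), -0.05 (0.812) and -0.39 (0.0102) at 2 h, of which 0 were called in a single line by limma. The SUP-HD1 change lay just short of the fold threshold. It ran from -0.45 to -0.28 when 1 array was left out, and it was called in 4 of these omissions. The difference between the classes was 0.43 (SE 0.094, adjusted p = 0.0169 by limma). It was 0.43 with the replicate block (adjusted p = 0.0577), 0.43 in the first export set (0.34) and 0.40 in the second (0.481), and 0.37 without SUP-HD1 control replicate 3, where it fell under the fold threshold. Further genes were named because the study measured them by other means. MCL1 had 2 probes, of which the first fell in L-428 (-0.59) with -0.18, 0.13 and -0.45 in KM-H2, L-540 and SUP-HD1, and the second had changes between -0.08 and 0.09. Its call in L-428 was lost without L-428 control replicate 1 (-0.46, adjusted p = 0.0613). For CDKN1A, which encodes the kinase inhibitor p21, the probes disagreed: ILMN_1787212 rose in L-540 (1.10) and SUP-HD1 (0.75) and was not detected in KM-H2 or L-428, while ILMN_1784602 fell in KM-H2 (-0.70) and SUP-HD1 (-0.93) with 0.15 in L-428 and 0.06 in L-540. MAPK3, MAPK8, DCTPP1, HNRNPAB and CCNA2 had 0 calls by limma in any line, and the average change of CCNA2 was -0.03. For DCTPP1 the averages were -0.18 and -0.26 (adjusted p = 0.00122 and 5.07e-05), under the fold threshold.

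**Figure D3:**
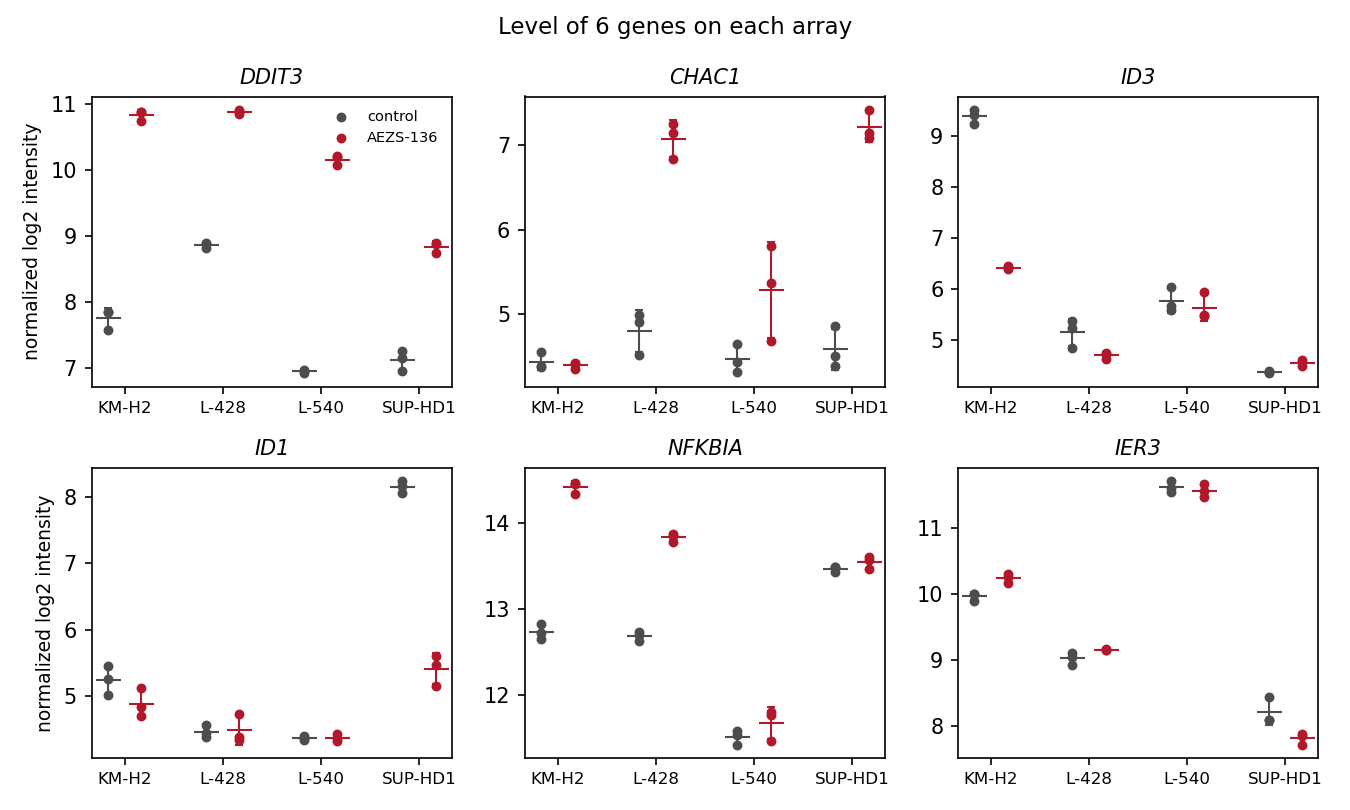
Points are normalized log2 intensities of 6 genes on each of the 3 arrays per group, grey for control and red for AEZS-136, with the mean and standard deviation as bars; the vertical axes differ in range between panels. NFKBIA lies at 14.33 to 14.46 with AEZS-136 against 12.65 to 12.82 in the KM-H2 controls, while its SUP-HD1 groups span 13.43 to 13.60.

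Of 57 genes that the study named at 2 h, 56 were measured. In the average 17 rose and 17 fell (34 changed when adjusted over the list alone). In KM-H2 18 rose and 17 fell (35), in L-428 17 and 9 (30), in L-540 9 and 15 (26) and in SUP-HD1 10 and 19 (31). Between the classes 20 were higher and 11 lower in the resistant lines (37). The study chose this list on these samples, so it is not independent evidence of its direction. Of markers of cell types, in the average 0 of 10 B cell, 1 of 6 T cell, 0 of 5 myeloid and 0 of 4 stromal or epithelial markers were called, with the same counts when adjusted over the list alone. The T cell marker was CD2 (-0.43), which fell by 1.13 in L-540. More markers were called in single lines. In KM-H2 the T cell markers CD3D (-0.54), CD3G (-0.54) and GATA3 (-0.76) fell, 3 of 6, with CD14 (-1.10), while COL1A1 (0.51) rose and VPREB3 was at least 1.42-fold higher. GATA3 rose in L-428 (0.46) and SUP-HD1 (0.67), and EBF1 fell in L-540 (-0.64). In SUP-HD1 CD68 (-0.42) fell, ACTA2 (0.43) rose and PECAM1 was at least 1.19-fold lower. Omissions of 1 array ended these calls for COL1A1 (5 omissions), EBF1 (4), PECAM1 (4), CD68 (2) and ACTA2 (2). Of 12 housekeeping genes TBP was called (-0.52).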

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

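Chosen only after the results were seen were the counts over other splits of the arrays or lines (except those for the ATF4 and heat shock lists), the fits by export set, and the reading of the misaligned probes.

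The response differed between the resistant and the sensitive lines, by limma's test of the difference, for 515 probes. Among the named genes the resistant lines had the higher change for BCOR (1.59), APOLD1 (1.55), FAM50B (1.52), CCL2 (1.46), NRROS (1.41), NFKBIA (1.30), GPR183 (1.22 and 1.04), ID1 (1.20), CYP27B1 (1.18), C1QTNF9B (1.12, detected in 1 of the 8 groups), GADD45B (1.06), SOX2 (1.06), FAM24B (1.02), SOCS1 (0.98), DEPP1 (0.95), MYC (0.95 and 0.74), MAP3K8 (0.93), TXNIP (0.90), H2BC11 (0.81), MIDEAS (0.80), DDIT4 (0.77), NAPB (0.75), HSPA1L (0.68), SOX18 (0.66), DSG4 (0.65), IL13 (0.62), GIMAP5 (0.59), OAS2 (0.51), ZNF485 (0.49), SKP2 (0.45), H2AC6 (0.44), IER3 (0.43) and ZNF296 (0.42). They had the lower change for GRWD1 (-0.44), RBM12 (-0.44), TNFAIP3 (-0.52), MVK (-0.52), REL (-0.54), DUSP5 (-0.56), STK17B (-0.58), GATA3 (-0.62), KLF2 (-0.64), HBP1 (-0.66), IFIT3 (-0.66), PPP1R15A (-0.68), GADD45G (-0.72), HAND1 (-0.82), CDKN1A (-0.89, for 1 of its 2 probes), S1PR1 (-0.90), H2BC8 (-0.92), DNAJC5B (-0.92), MAGEE1 (-0.92), MICA (-0.97), HCG22 (-0.98), H2BC15 (-0.98), H2BC17 (-0.98), TMEM244 (-0.98), TNFSF14 (-1.19 for a probe not detected in 4 of the 8 groups, and -0.46, not called, for another) and ID3 (-1.73). Not all of these probes were detected throughout. CCL2, DSG4, SOX18, IL13 and HAND1 were not detected in 6 of the 8 groups, and HCG22 and OAS2 in 5. ID1, SOX2, HSPA1L, ZNF485, TXNIP, IFIT3 and the CDKN1A probe were not detected in 4. Such differences can rest on a single line and then describe that line, not its class. The ATF4 list (adjusted p = 0.0419) and the list of sterol and fatty acid synthesis (adjusted p = 0.0154) were also called, but both calls were lost with an estimated correlation (adjusted p = 0.166 for each), and the ATF4 call also in 13 of 24 omissions of 1 array.

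The difference between the classes cannot be told apart from differences between single lines, since 2 of the 3 ways to part the 4 lines into pairs gave a count at least as large: KM-H2 and L-540 against the others called 721 probes, the real classes 515 and KM-H2 and SUP-HD1 against the others 392. These partitions are too few for a share under 0.05, and so are those for the lists, of which the real classes called 2 and the highest other 1 (1 of 3). A constant shift between the export sets is argued against as the whole cause: 92% of the 515 probes stayed called in the same direction with the set as a block, and of the 328 probes that differ between the sets 1 was called between the classes. An effect of the set that differs between groups stays open, since 81.9% of the probes past an unadjusted p of 0.001 in the first set had the same sign in the second, short of the share set in advance to exclude it. Genes that are off in one class may make part of the difference: 26.6% of the called probes were detected on fewer than 3 arrays of a class, against 23.5% of all kept probes, so this explanation is also undecided. A biological difference between resistant and sensitive lines remains possible and was not tested apart from the line.

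For the response shared by the lines, none of the 99 other drawn splits reached the 1645 probes called in the average (1 of 100, highest other 280). A chance labelling of these arrays is thus argued against for this count. Splits that mix treated and control arrays carry the response into the residual spread, which lowers their counts. A chance difference between cultures was not tested, since the arrays of a group may be technical. For the 295 probes called in 1 direction in all 4 lines the other splits decide nothing (1 of 100), and each gave 0 by limma. When the arrays of 1 line alone were split otherwise, that line called at most 5 probes. A count over all 4 lines was thus bound to be near 0. No other split gave as low an adjusted p by camera for the ATF4 list (2.33e-19, lowest other 4.24e-09, 1 of 100). The same held for the heat shock list (1.14e-05, lowest other 0.00142, 1 of 100). A wrong labelling could thus also give a low value, and only a chance labelling of the arrays is argued against for these lists. It is not argued against for the number of lists called, 3, which 10 of 100 splits reached, up to 5. The export sets differ in 328 probes, more than any other drawn division into sets (1 of 100, highest other 1), and 15 of these were called in the average. Of the probes called in the average in 1 set, at least 96.5% had the same sign in the other, which argues against an export effect as the cause of the average response.

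For single lines, 10 splits of 6 arrays are too few for a share under 0.05. KM-H2 had 2758 called probes against 2 in the highest other split (1 of 10), L-428 1788 against 3 (1 of 10), L-540 2227 against 5 (1 of 10) and SUP-HD1 1608 against 5 (1 of 10). For gene lists the values were 2 against 2 in KM-H2 (5 of 10), 5 against 4 in L-428 (1 of 10), 6 against 1 in L-540 (1 of 10) and 6 against 2 in SUP-HD1 (1 of 10).

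The misaligned probes were outside the comparisons, and in the authors' normalized values 5 of 1896 were called in the average. The largest was a second probe of SNHG15, with a change of 1.46 (adjusted p = 1.76e-25 by limma).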

How the results depend on the processing

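Chosen after the results were seen were the fits by export set and the authors' values with the misaligned probes. The order of rises and falls among the called probes turned with median scaling, in SUP-HD1 (up share 71.7% in place of 44.9%) and L-428 (46% in place of 55.7%), and in the second export set in SUP-HD1 (50.9%). Array weights and moderation with an intensity trend left every count of called probes within 1.5 times and IER3 called, but with array weights the lists called fell from 5 to 3 in L-428, from 6 to 5 in L-540 and from 6 to 3 in SUP-HD1. In SUP-HD1 they also fell to 3 with the authors' values, detection on all 24 arrays and the replicate block, in L-540 to 4 with detection on all 24 arrays and the replicate block, and in L-428 to 3 with detection on all 24 arrays. An estimated correlation left 2 lists in L-428, 2 in L-540 and 3 in SUP-HD1, the first export set 2 in each of these lines, and the second set 4 in L-540 and 4 in SUP-HD1. The counts depend on the background correction, which widens changes near the background, and the cause of the other shifts was not tested. The order of values is called probes in KM-H2, L-428, L-540, SUP-HD1, the average and between the classes, then probes called in 1 direction in all 4 lines and the IER3 difference. The authors' values gave 1173, 721, 925, 664, 521, 211, 131 and 0.37 (adjusted p = 0.00214), with 5 lists in the average, and with the misaligned probes 1194, 737, 937, 685, 526, 217, 132 and 0.37 (0.00236), with 5 lists. No background correction gave 1282, 777, 994, 728, 566, 240, 139 and 0.35 (0.00353). In these settings IER3 fell under the fold threshold, as it did at 0.38 (0.0108) with normexp without detection p-values, which gave 1785, 1153, 1459 and 1061 in the lines, 771 in the average and 182 in all lines. Median scaling gave 658 in L-428, 1123 in L-540, 562 in SUP-HD1, 81 between the classes, 107 in all lines and 0.32 for IER3 (0.669), and it moved the median of all probes by at most 0.089. Detection on all 24 arrays gave 1450 in L-540, 1043 in the average and 325 between the classes, where fewer probes were tested. The replicate block gave 312 between the classes, 0.43 for IER3 (0.0577) and 1 list between the classes. Same-numbered arrays were not treated as pairs, since of 12 such pairs 0 had residuals correlated over 0.1 (-0.18 to 0.096). Each line on its own 6 arrays gave 949 in L-428, 1279 in L-540, 963 in SUP-HD1 and 156 in all lines, and left KM-H2 within 1.5 times. The test of the study's methods gave 1143, 303, 526, 468 and 41. In both, fewer arrays set the spread, and the test of the study's methods also lacks the moderation by eBayes. An adjusted p alone gave 6140 in the average. No filter gave 8 lists in the average, the mean of all probes 5, and an estimated correlation 0 between the classes. The export set as a block gave 1 list between the classes. The first set gave 137 in L-428, 149 in SUP-HD1, 2 between the classes, 35 in all lines, 0.43 for IER3 (0.34) and 0 lists between the classes. The second set gave 130, 402, 314 and 114 in the lines, 0 between the classes by limma, 17 in all lines, 0.40 for IER3 (0.481) and 1 list between the classes.

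Leaving out 1 array at a time gave 2340 to 2827 called probes in KM-H2, 1477 to 1835 in L-428, 1864 to 2273 in L-540, 1285 to 1703 in SUP-HD1, 1633 to 1685 in the average, 421 to 571 between the classes and 262 to 296 in all lines. It gave 3 to 4 lists in the average and 0 to 3 between the classes, with 0 without KM-H2 control replicate 1 and 1 without KM-H2 AEZS-136 replicate 2, KM-H2 control replicate 3, L-428 AEZS-136 replicate 3, L-428 control replicates 2 and 3, L-540 AEZS-136 replicate 2, L-540 control replicates 1 and 3, SUP-HD1 AEZS-136 replicates 2 and 3, or SUP-HD1 control replicates 1 and 2. The IER3 difference ran from 0.37 (without SUP-HD1 control replicate 3, below the fold threshold) to 0.46. Groups left with 1 array are assumed to vary like the others. Of 301 results for named genes, 35 lost their call in the authors' values, 34 without background correction, 27 with median scaling, 8 with the replicate block, 65 in the first set and 91 in the second. Probes near the background, where the signal starts at 67.1 and array medians lie at 96 to 128, have compressed changes before correction.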

Other observations

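The families of histone, SNHG and CLK genes were noticed after the named genes had been seen, and the tests of scaling and of S phase, and the rank-sum test, were chosen after that. Replication-dependent histone genes, which lie in clusters and supply new chromatin, rose broadly: 33 of 56 measured genes rose and 0 fell in the average, with a median of 0.52, and 19 rose and 0 fell in the authors' values. The rise covered H2A (10 of 14 genes, median 0.58), H2B (9 of 14, 0.71), H3 (8 of 12, 0.44) and H4 (5 of 11, 0.25), while of the linker histones H1 1 of 5 rose (0.15, camera p = 0.181 with an estimated correlation). Of 15 SNHG genes, hosts of small nucleolar RNAs, 10 rose and 2 fell, or 1 fell with the authors' values and with median scaling. SNHG15 (1.66), SNHG17 (1.46), SNHG7 (1.32) and SNHG1 (1.30) led them. All 3 measured CLK kinases rose, CLK1 (0.99 for the probe with the highest signal), CLK3 (0.77) and CLK4 (1.45). The clustered histone genes, pooled after they had been noticed, were tested together with 156 groups of at least 10 genes that share the stem of their symbol, by camera with an estimated correlation (adjusted p = 0.00124 for the pool). Of these groups SNHG genes had the lowest adjusted p (0.00124), followed by SNORA genes, lower (0.00185), MRPL genes, lower (0.0148), and CEP genes, higher (0.0315). Of 182 small nucleolar RNA genes 22 fell and 1 rose (median -0.18), with 4 falls in the authors' values and a camera p of 0.156 with median scaling.

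The control levels of lineage markers differed between the lines. KM-H2 alone had CD3D on all its arrays (9.46 ± 0.16, SD, n = 3) together with CR2, the complement receptor of B cells, at 12.5 ± 0.14. POU2AF1, a coactivator of B cells, was detected in SUP-HD1 (8.88 ± 0.064) on 6 of 6 arrays and on 0 in each other line. CD2 was highest in L-540 (9.70 ± 0.09), where the CD30 gene TNFRSF8 was also detected on 6 of 6 arrays, against 1 in L-428 and 0 in KM-H2 and SUP-HD1. The TNFRSF8 values rest on 1 kept probe, which lay at 4.72, 4.88 and 4.37 in the controls of KM-H2, L-428 and SUP-HD1. They do not show that these lines lack the transcript, since the probe may miss it. FSCN1, the actin bundling protein of Hodgkin cells, was high in each line (14.1, 14.3, 11.7 and 13.6) and was not called in any.

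For the histone rise, median scaling left 100% of the 33 genes called, but this decides little about scaling between arrays. Median scaling moved the median change of all genes from -0.013 to 0.033 and gave 36 rises, so rises could hardly lose their call. With the authors' values and without background correction 19 rose and 0 fell. An equal shift of all genes leaves the distance between the clustered genes and all genes unchanged. It thus cannot account for their excess in median, at least 0.218 with the authors' values and with median scaling. Whether all genes shifted together in amount stays open, since this excess cannot register it. The G1/S genes did not rise by as much, with an upper quartile of 0.00896 against the histone median of 0.52. That criterion, chosen after the rise was seen, asked for a rise as large as that of the histone genes. More cells in S phase thus stays undecided, and the share of cells in S phase was not measured on these samples. Probes shared between paralogs stay open: genes within each class are nearly identical, so the test by class set in advance could not exclude them, and its lowest class median, H1 at 0.148, was 0.0692 in the authors' values. Whether the rise is limited to the clustered genes also stays open: their median lay 0.406 above that of histone genes outside the clusters, whose transcripts are polyadenylated (2 of 9 rose, rank-sum p = 0.00953), but 0.181 above it in the authors' values (p = 0.0928), short of the difference set in advance.

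For the SNHG rise, 100% of the 10 genes stayed called with median scaling, which favours rises, and 10 rose with the authors' values. The SNHG median was 1.04 with median scaling, 0.623 with the authors' values and 0.652 without background correction. In each of these settings 10 genes rose and 1 fell. The median of all genes there was 0.033, -0.007 and -0.0072. These values argue against scaling between arrays as the whole cause of the SNHG rise. An equal shift of all genes cannot account for the excess of the SNHG median over all genes, 0.63 or more. Whether all genes shifted together in amount stays open here too, since this excess cannot register it. SNHG transcripts are known targets of nonsense-mediated decay, which slows when translation initiation is inhibited. Less of this decay is a hypothesis that was tested: decay factors whose own transcripts are its targets had a median of 0.51 (camera p = 0.00119 with an estimated correlation), with UPF1 (0.52), SMG1 (0.52) and SMG5 (0.51) as the 3 of 5 that rose. For the CLK rise, altered autoregulation of splicing factors stays undecided, since splicing factors with poison exons had a camera p of 0.146 and a median of -0.12. No direct measure of decay or splicing was available, so these stay hypotheses from the same data.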
